A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

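The samples were tail DNA of 1 family of non-irradiated C57BL/6J/Nrs mice, comprising a sire, a dam and 8 progeny. Each DNA was hybridised against DNA of 1 reference male mouse on a 2-colour comparative genomic hybridisation (CGH) array, in which the ratio of both dyes at a probe measures the relative copy number of that piece of the genome. Each mouse had a dye swap of 2 arrays, 1 with the mouse in Cy3 and 1 with the mouse in Cy5, which gave 20 arrays. Sire, dam and progeny numbers were taken from the labels.

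The authors deposited the output of Agilent Feature Extraction 10.7.1.1 for each array, whose processed intensity values per dye were background-subtracted, spatially detrended and scaled by a linear factor per dye, per the file headers. Median spot and local background intensity values, as deposited, carry no correction. The log10 ratios of red over green in the same output were computed from the processed signals by the scanner software, per the file headers, and served here only to settle the value table's scale. The authors also deposited a value table, which held log2 ratios of reference over mouse for 65523 spots of chromosome 1 alone, 72.7% of the chromosome's spots. Each of its columns equalled the log ratio of the same array's scanner output within 5e-07 after the sign was set, so its scale and direction were settled and it was not centred; its column medians lay between -0.01 and 0.02. Coordinates are those of the array design in the files, on mouse build mm9.

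Log2 ratios were computed here as the red over the green processed signal, turned to mouse over reference by the dyes in the labels, and centred on the median of the autosomal probes of each array, with no loess or quantile step. Control spots, spots with a non-uniformity or population outlier mark (at most 0.0233% of an array) and 36 spots on unplaced contigs were left out. Spots of 1 probe were averaged, which left 950622 autosomal, 68 X and 23 Y probes, with a median spacing of 2053 bp. No spot was saturated. Between 0.261% and 1.99% of the spots of an array were not well above background in both dyes. For arrays, the number of mice and of arrays per mouse limits the precision.

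The rules for calls followed the study's methods. A probe was positive when its log2 ratio exceeded 0.8 in size on both arrays of a mouse, or when 2 adjacent probes exceeded 0.5 on both; here both arrays also had to share the sign. The background was the same rule after the sign of 1 array of each mouse was turned, which a copy number difference cannot meet. A difference between the dyes at a probe can meet it, so it is no estimate of false calls. A region was a run of neighbouring positive probes of a sign. It was progeny-only where neither parent had a positive probe of that sign in it, and separated where its mean also lay 0.5 or more from both parents. Windows of 4 neighbouring probes were called when their mean exceeded 0.4 on both arrays and lay 0.3 or more from both parents. Called windows of a mouse and sign that overlapped or adjoined were merged, and values are given over the merged span, where the mean of 29 of the 146 fell under 0.4 in size and 11 lay closer than 0.3 to a parent. Regions positive in 1 parent alone were tested for transmission to 8 progeny by an exact binomial test, two-sided against a chance of 50%, with Benjamini-Hochberg adjustment over regions. That chance assumes that each inherited change is found. Regions of 1 parent alone that were also positive in at least 1 progeny are called transmitted below, a name that does not mean inheritance was shown.

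Means of the 2 arrays of each mouse were tested with limma 3.58.1 (R 4.3.3; lmFit and eBayes), each mouse counting as 1 replicate, over 949865 autosomal probes measured in all 10 mice. The fits set each mouse against the other mice, the family mean against 0 (with a size of 0.5 or more) and the progeny against both parents, each at a Benjamini-Hochberg adjusted p under 0.05. The reference mouse's own spread and the relatedness of the family are left out of these p-values. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

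The threshold rules were tested on losses implanted at random places of the 8 progeny's own arrays, 500 places each. The limma fits were tested on simulated mice with each probe's measured spread and 200 changed probes among 949865. These mice were drawn independently from a normal distribution, without scan batches or correlation between mice. Recovery and the number of other calls may therefore differ on the real arrays. At the size of 1 copy against 2 (-0.89), 31.0% of changes private to 1 mouse, 99.5% of those of the whole family and 74.0% of those between progeny and parents were recovered, with 3, 0 and 7 other calls.

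Regions named in the text followed a rule fixed before the data were examined: up to 10 separated regions of the largest size, up to 10 windows with the most probes, up to 10 family regions and up to 10 transmitted regions with the most probes, and the progeny-only regions of the mouse and chromosome for which the study lists a change in this family. Regions named outside it are said to be so. Alternatives tried were normexp background correction (offset 50) of the median and background intensity values (these stood in for the mean signals that had been planned, which were not used here), the value table, probes well above background on both arrays, other thresholds and windows, outlier-marked spots kept, no centring, arrays of 1 dye orientation, and scan batch as a block. Gene names, the tests of gene lists and the correction for base composition were not used here, because they need an annotation or sequence of build mm9. The study's own loci are given on another build, and coordinates were not converted. The second, denser array and the quantitative PCR of the study were not analysed here.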

Results

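Array CGH was used to look for copy number changes that progeny carry and their parents lack, in a family of non-irradiated mice that belongs to the control group of a study of low dose-rate gamma-rays. The family consisted of 1 sire, 1 dam and 8 progeny, each with 2 dye-swap arrays against the same reference male. The spread of the autosomal log2 ratios of an array (SD over probes) ranged from 0.24 to 0.36. The 20 arrays had been scanned in 5 batches of 2 mice each, and the sire and the dam formed a batch of their own.

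The X and Y probes gave the size of a change of 1 copy. In the dam, the median log2 ratio was 0.90 over the 68 X probes and -1.82 over the 23 Y probes, with differences between its 2 arrays of 0.08 and 0.14. In the sire these medians were 0.01 and 0.09. The dam therefore lay 0.89 above the sire on X, which is taken below as the measured size of 1 copy against 2 on the log2 scale. Progeny 1, 2, 3, 4 and 5 had X medians between -0.01 and 0.04 and Y medians between -0.03 and 0.09. X medians of 0.93, 0.87 and 0.88 and Y medians of -1.67, -1.50 and -1.62 were measured in progeny 6, 7 and 8, and the Y medians of the 2 arrays of progeny 8 differed by 0.79. In these medians progeny 6, 7 and 8 resembled the dam, and progeny 1, 2, 3, 4 and 5 resembled the sire. Sex is not among the labels of the progeny, and they were not grouped by it.

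Losses made up most of the positive probes in 9 of the 10 mice. On average, 269.4 ± 103.2 probes (SD, n = 10 mice) were positive, from 149 in progeny 3 to 494 in the sire. Progeny 4 had 312 positive probes with a loss and 20 with a gain, whereas progeny 8 had 109 and 221. Of the 2554 regions in the 10 mice, 2451 (96.0%) consisted of a single probe. The background, with the sign of 1 array turned, was higher in all 10 mice, with a mean of 1185.7 probes and a range of 615 to 2369. Arrays of the same dye orientation correlated positively between mice (r across probes from 0.18 to 0.57), and the 2 arrays of a mouse correlated negatively (r from -0.43 to -0.18), although probes are not independent replicates. Opposite signs on the 2 arrays meet the background rule alone, so its count is no estimate of the false calls among positive probes. Positive probes were dim: 77.3% of the 2136 probes positive in any mouse lay among the dimmest 5% of the autosomal probes.

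**Figure D1:**
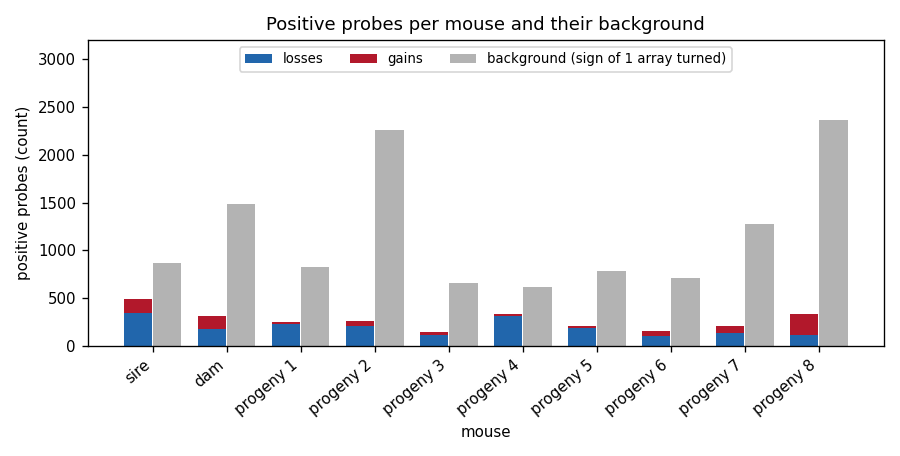
Number of positive probes in each mouse, split into losses and gains, beside the number found after the sign of 1 of its arrays was turned (grey). The grey bars, from 615 to 2369, are higher than the bars of positive probes, from 149 to 494, in all 10 mice.

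A loss on chromosome 18 was found in progeny 3, 6 and 7 and in neither parent. It is not among the changes that the study lists for this family. In progeny 3 it covered 3 adjacent probes at 30905153 to 30909257, a span of 4105 bp, and was the only separated region with 3 probes. The mean log2 ratio over the 3 probes in progeny 3 was -0.99 ± 0.06 (SD of 2 arrays). The same probes had means of -0.93 ± 0.10 in progeny 6 and -0.74 ± 0.14 in progeny 7, whose called regions covered the first 2 probes, up to 30907167. With normexp, which lowered the X median of the dam to 0.52, the means over the 3 probes were -0.51, -0.60 and -0.50 in progeny 3, 6 and 7, -0.01 in the sire and -0.10 in the dam. In the sire, the mean was 0.15 ± 0.20, in the dam -0.13 ± 0.03, and in the other 5 progeny it lay between -0.05 and 0.12. The 10 probes on each side had means between -0.05 and 0.04 in all 10 mice. The unchanged neighbouring probes bound the loss to at most 9018 bp. The mean over these 3 probes in progeny 6 and 7, like the bound, was computed after the calls had been seen.

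**Figure D2:**
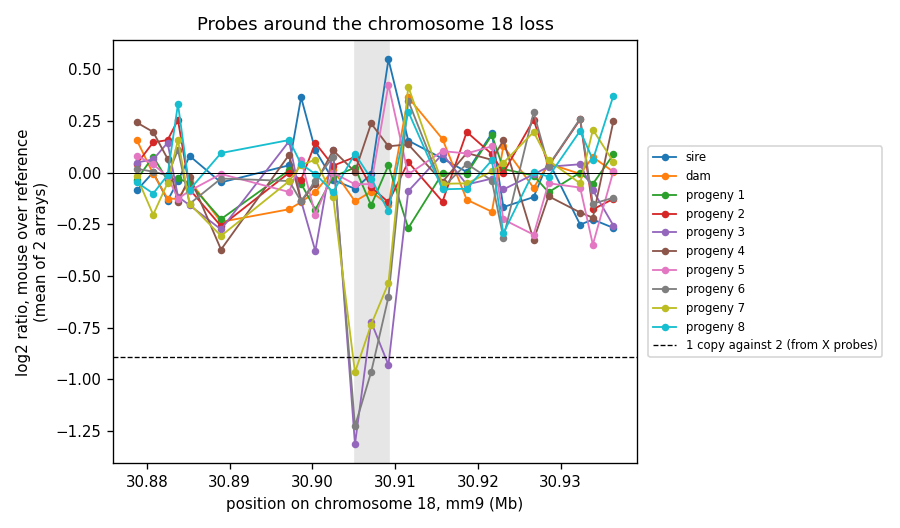
Log2 ratio (mean of 2 arrays) against position for the 3 probes of the chromosome 18 loss (grey band) and 10 probes on each side, with a line for each of the 10 mice and a dashed line at -0.89, the size of 1 copy against 2 measured on X probes. Progeny 3, 6 and 7 fall to between -0.53 and -1.31 inside the band, and the other mice do not fall below -0.19 there.

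In all, 1501 regions were found in the 8 progeny and in neither parent, or 187.6 ± 68.9 per progeny (SD, n = 8). The background rule gave 7354, which is no estimate of the false calls among the 1501. Of the 1501 regions, 1188 were separated from both parents, 807 losses and 381 gains, and 1172 of the 1188 were single probes. The probes of the single-probe regions were weak, with 91.6% of them among the dimmest 5%. The other 16 had 2 or 3 probes and lay at 14 places, of which the chromosome 18 loss was the only 1 shared by several progeny. Among the 2-probe regions, progeny 8 had a gain of 1.12 on chromosome 5 (106487519 to 106489600) and progeny 4 a loss of -0.79 on chromosome 19 (55113246 to 55115885), both named here after their values had been seen.

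The 10 largest separated regions were single probes, 6 losses and 4 gains. The lowest was in progeny 2 on chromosome 4 at 135228050, with a log2 ratio of -2.58 ± 0.64 (SD of 2 arrays), where the sire had -0.74, progeny 1, 3, 4 and 5 had values from -1.50 to -0.63, and progeny 6, 7 and 8 had -0.0034, 0.36 and 0.93. Progeny 3 had -2.39 ± 0.71 on chromosome 19 at 56887926, where the sire had -1.10 and the dam 0.08. At that probe progeny 1, 2, 4 and 5 were also low, with -1.76, -1.27, -1.91 and -0.97, whereas progeny 6, 7 and 8 had 0.87, 0.56 and 0.62. The probe at 9221678 on chromosome 16 had -2.37 ± 0.84 in progeny 4, 0.26 in the sire and 1.53 in the dam. The largest gain, 2.14 ± 0.07, was in progeny 6 on chromosome 17 at 29718956, where the sire had -0.69 and the dam -0.14. Progeny 6 also had 2.13 ± 0.73 on chromosome 17 at 31044085. Gains of 2.06 ± 0.85 on chromosome 2 at 98632015 and 2.04 ± 0.36 on chromosome 3 at 37049076 were measured in progeny 8. At the latter, progeny 6 and 7 had 0.90 and 1.44, and the other 5 progeny had values from -0.75 to 0.15. The remaining losses were -2.15 ± 1.56 on chromosome 5 at 144373666 and -2.02 ± 0.00 on chromosome 3 at 94588729 in progeny 4, and -1.995 ± 0.66 on chromosome 2 at 171653342 in progeny 3. At 94588729, progeny 1, 2, 3 and 5 had values from -1.27 to -0.56, and progeny 6, 7 and 8 had 0.13, 0.28 and 0.90. With normexp, 6 separated regions were found, and 3 of these were the chromosome 18 loss in progeny 3, 6 and 7.

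Windows of 4 probes that stood apart from both parents numbered 146 in the progeny after merging, from 9 in progeny 6 to 31 in progeny 8. Progeny 1 and 2 had losses in all of their 15 and 21 windows, while 29 of the 31 windows of progeny 8 were gains. None was longer than 7 probes. In 137 of them a probe exceeded 0.8 in size, and in 116 the median probe stayed under 0.4 in size. Among the 10 windows named, only 2 had a median probe over 0.4, and they lay on chromosome 14 in progeny 6, at 54174556 to 54253709 (mean -0.65, sire -0.28, dam -0.38) and at 53759005 to 53984192 (mean -0.63, sire -0.45, dam -0.42), inside the chromosome 14 stretch that was lower in all 10 mice. Over these merged spans, the distance to a parent is smaller than in the windows of 4 probes that they join. The other 8 had means from -0.41 to 0.40 with 1 probe of 1.83 or more in size. Several progeny shared windows at 3 places, named here after their values had been seen. One was the chromosome 18 loss. On chromosome 13 at 77874207 to 77881805, windows were called as losses in progeny 4 and 5 (means of -0.49 and -0.42) and as gains in progeny 7 and 8 (0.53 and 0.50 over this span), of which that of progeny 8 ran on to 77887431. The remaining progeny were not called there, but progeny 1, 2 and 3 had -0.23, -0.26 and -0.31 and progeny 6 had 0.28, against -0.08 in the sire and 0.01 in the dam. On chromosome 15, windows of progeny 2 (7843204 to 7868070) and progeny 8 (7839710 to 7868070) both had a mean of -0.41. Windows of 6 probes numbered 5, and no window of 4 was left with normexp.

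Probes that set 1 progeny apart from the rest of the family were called mostly in progeny 5. In limma fits of each mouse against the other mice, which alone supply the spread, 76 probes were called in the 8 progeny (51 higher, 25 lower), 61 of them in progeny 5, 10 in progeny 3, 4 in progeny 7 and 1 in progeny 4. Both parents, in which private changes were measured the same way, had 168 calls, 166 in the sire and 2 in the dam. With scan batch as a block, which sets each mouse against the other mouse of its batch, limma called no probe in the sire, the dam or progeny 7 (65933 probes at an unadjusted p under 0.05 in each parent and 47997 in progeny 7). Progeny 5 then had 18 higher and 10 lower and progeny 3 had 3 higher, with the mirror of these in progeny 6 and 4. With 1 adjustment over all 10 mice, the parents had 48 calls (42 in the sire) and the progeny 82. With probes well above background the parents had 26 and the progeny 67, and with normexp 120 and 140. The order of the totals turned in these settings, but they sum 2 parents against 8 progeny, and counts per mouse were not compared. At an unadjusted p under 0.05, the number of probes ranged from 29499 in progeny 6 to 72128 in the sire. In progeny 5, 47 of the 61 calls had an array under 0.3 in the direction of the call. In the sire, 99 of the 166 calls had such an array. Of the 168 calls in both parents, 49 exceeded 0.5 in their direction on both arrays, 47 in the sire and 2 in the dam. Only 6 of the 76 calls in progeny did so, 5 in progeny 5 and 1 in progeny 7. In progeny 5, an example is the probe on chromosome 9 at 21596208, with a difference of -1.09 ± 0.13 (SE; limma, adjusted p = 0.0121) and values of -1.05 and -0.89 on its 2 arrays. Another is the probe on chromosome 12 at 77727702, with -0.99 ± 0.13 (SE; limma, adjusted p = 0.0314). These 2 probes were named after their values had been seen. Without progeny 5, 7 calls were left in the other progeny.

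Progeny 7 was examined on chromosome 1, for which the study lists a change in this mouse. It had 9 progeny-only regions there, all single probes. Losses were measured at 7313469 (-0.86 ± 0.08, SD of 2 arrays), 24993391 (-0.93 ± 0.15), 134561133 (-1.08 ± 0.24) and 180294520 (-0.85 ± 0.06). At 7313469 the sire had 0.57 and the dam 0.38, and the other progeny lay between -0.38 and 0.23. Gains were measured at 31519381 (0.97), 58992687 (0.87), 81908068 (0.91), 117789693 (1.09) and 186664476 (0.98). At 58992687, progeny 6 and 8 had 0.72 and 0.81, while the sire, the dam and the other 5 progeny had values from -1.09 to -0.77. The first of these losses is the nearest to the position listed by the study, which is given on another build and was not converted, and the others lie many megabases away.

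**Figure D3:**
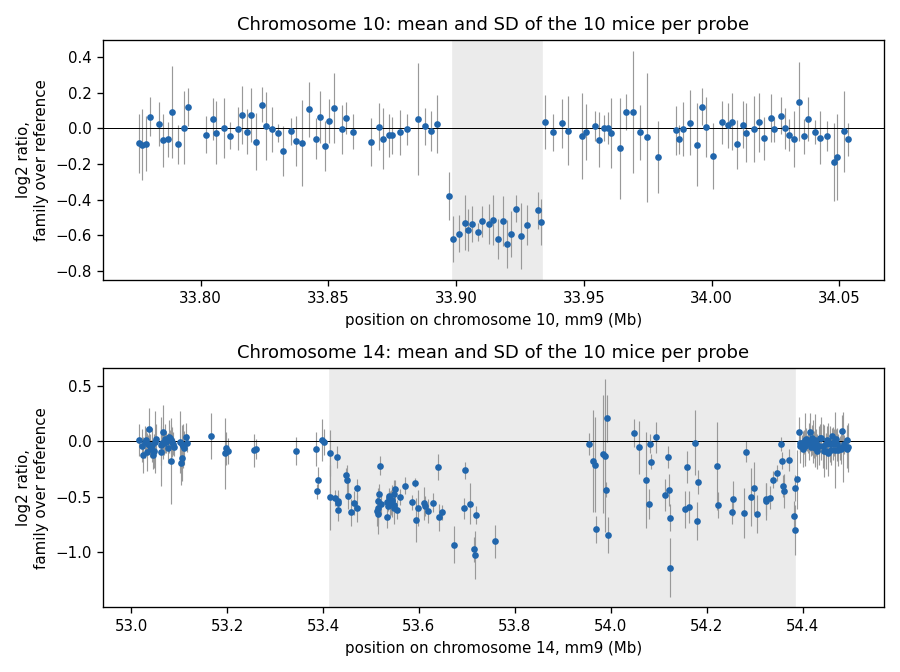
Log2 ratio of family over reference, mean and SD of the 10 mice per probe, across the chromosome 10 and chromosome 14 stretches (grey) and 50 probes on each side. The flanking probes average -0.01 on chromosome 10 and -0.04 on chromosome 14, and the probes inside average -0.55 on chromosome 10 and -0.47 on chromosome 14.

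Compared with the reference mouse, the family was lower along 2 stretches, on chromosome 10 and on chromosome 14. Chromosome 10 was lower from 33898897 to 33933441 (34.5 kb, 18 probes, 16 of them called), with a mean of -0.55 ± 0.05 (SD, n = 10 mice), and 100 flanking probes had a mean of -0.01. The chromosome 14 stretch ran from 53414208 to 54384591 (970.4 kb, 105 probes, 60 called), with a mean of -0.47 ± 0.02 and flanks at -0.04. Every mouse was lower in both, from -0.65 to -0.49 on chromosome 10 and from -0.49 to -0.44 on chromosome 14. With the mouse in Cy3 and in Cy5, the means were -0.56 and -0.55 on chromosome 10 and -0.44 and -0.50 on chromosome 14. Stretches joined called probes at most 20 probes apart and held at least 5 of them, a definition made after the calls had been seen. Genes within them were not named, since no annotation of build mm9 was used here.

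The limma fit called 84 probes in all, 80 lower and 4 higher in the family, of which 76 lay in these stretches. The longest run of called probes held 13 probes on chromosome 10 at 33898897 to 33921457, with a mean of -0.57 ± 0.05 (SD, n = 10) and a largest adjusted p of 6.2e-05 by limma. The other 9 named runs lay on chromosome 14 and had 3 to 6 probes. The deepest of these, 5 probes at 53706145 to 53759064, had a mean of -0.83 ± 0.11, and 3 probes at 54122647 to 54153854 had -0.81 ± 0.09. Runs of 6 probes at 53594125 to 53629733 and 53539909 to 53548506 had means of -0.61 ± 0.04 and -0.56 ± 0.06. Runs at 53521964 (-0.58), 53641440 (-0.72), 53512675 (-0.61), 54223715 (-0.60) and 54304425 (-0.56) made up the rest. With scan batch as a random block, 82 probes were called. Fits on arrays of 1 dye orientation called 16666 probes (mouse in Cy5) and 7699 probes (mouse in Cy3).

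No autosomal probe differed between the 8 progeny and the 2 parents in the limma fit, and 94587 probes had an unadjusted p under 0.05. The count stayed at 0 with normexp and with scan batch as a random block. Without the dam, 177 probes were called, 35 higher and 142 lower in the progeny than in the sire, which as a lone mouse is assumed to vary like the progeny. Since both parents formed a scan batch of their own, batch and parent cannot be told apart in this comparison.

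Of the regions called as positive in a single parent, few were also called in the progeny. Whether each such call is a change that the parent carried was not tested. The sire alone had 447 positive regions and the dam alone 276. No progeny shared 398 of the sire's and 204 of the dam's regions (exact binomial p = 0.00781, adjusted p = 0.00935 against a chance of 50%), and 121 of the 723 were shared by at least 1 progeny. Implanted losses of 1 copy and 1 probe were found in 34.0% of cases, so that an inherited one would be seen in 17.0% of progeny and in none of 8 with a chance of 22.5%, and this p says little about a single region. Over all regions, 83.3% were shared by no progeny, and so were 73.4% of the 241 single-probe regions outside the dimmest 5% of probes. Both exceed 22.5%, but that value was computed for single-probe losses at random places. Of the unshared regions, only 260 of the sire's 398 and 79 of the dam's 204 were losses, and the share found for gains was not measured. The excess therefore says nothing on transmission. On chromosome 13, the probe at 95707465 was higher in the sire (2.04) and in all 8 progeny (1.38 ± 0.22, SD, n = 8; exact binomial p = 0.00781, adjusted p = 0.00935) but not in the dam (-0.35). It was named after its value had been seen. The other region shared by all 8 progeny, with the same exact p, was the run of 5 probes on chromosome 14, where the dam also had -0.62 and fell short of the thresholds.

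Regions of the dam were shared by exactly 3 progeny in 33 cases, all losses, on 15 chromosomes. In 32 of the 33 the progeny were 6, 7 and 8, which were also those with low Y probes. The longest, 4 probes on chromosome 3 at 25417435 to 25444229, had -1.64 ± 0.04 (SD of 2 arrays) in the dam, -1.58 in progeny 6, -1.58 in progeny 7 and -1.34 in progeny 8, against 0.01 in the sire and -0.06 to -0.01 in progeny 1, 2, 3, 4 and 5. Single probes on chromosome 6 at 104241394, chromosome 3 at 132549431 and chromosome 16 at 40851536 had -4.25, -3.22 and -3.20 in the dam. Regions picked for sharing by exactly 3 of 8 progeny all have the same exact binomial p against a chance of 50% (p = 0.727, adjusted p = 0.729). The test therefore carries no information on segregation here. The remaining named regions lay in the stretches on chromosome 14 (53641440, 53512675 and 54122647) and chromosome 10 (33898897 and 33925539), where both parents had values between -0.97 and -0.58.

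Implanted losses set the sensitivity of the rules. Of losses of 1 copy (-0.89) that covered 1 probe, 34.0% were found as positive in the 8 progeny, from 29.6% to 39.0% per progeny. The share rose to 83.6% for 2 probes, 97.9% for 4 probes and 100% for 10 probes. At 80% of that size (-0.71), the shares were 7.90%, 42.9%, 71.7% and 96.0%. Windows of 4 probes found 99.8% of the 4-probe losses at full size and 97.2% at 80% of it.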

Values the study reported

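The study reported de novo deletions in 11 out of 156 progeny (7.1%) of its non-irradiated group, and in 29 out of 142 progeny (20.4%) of its irradiated group. Deletions with at least 2 positive probes on the first array were found in 5.1% and 15.5% of these progeny. For progeny 7 of this family, given as female, it listed 1 deletion of 153 bp on chromosome 1 (7,323,388 to 7,323,541 on build GRCm38), with 1 positive probe on the first array. It listed no other change for this family, and thus none on chromosome 18. The study's candidates had first to be positive again on its second array. According to the study, quantitative PCR upheld every such candidate with at least 2 positive probes on the first array. Calls made here had no second array behind them. Why the chromosome 18 loss is not listed was not analysed here.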

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

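All tests of explanations in this part were chosen after the results had been seen. Of 77 measures and named regions examined over the 8 progeny, 9 had a mouse far from the other 7 relative to their range. Chance alone gives about 5% of such cases where values are normally distributed and were not picked. Progeny 8 had 221 positive probes with a gain, where the next highest progeny had 68. Progeny 5 had 61 private probe calls against 10 in the next. In the chromosome 14 run at 53539909, progeny 2 had a log2 ratio of -0.42 and the others were at or below -0.53. Progeny 4 stood apart at the probe on chromosome 16 at 9221678, with -2.37 against -0.85 in the next lowest. Windows stood apart in progeny 5 on chromosome 3 at 134800467 (-0.40), in progeny 1 on chromosome 9 at 13861809 (-0.35) and in progeny 7 on chromosome 10 at 80318929 (0.34). Progeny 7 also stood apart at the chromosome 1 probes at 117789693 (1.09) and 180294520 (-0.85). The windows and probes had been picked because 1 progeny lay apart from the parents, so the 5% does not apply to them.

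The loss on chromosome 18 was present in progeny 3, 6 and 7 and in neither parent. Scan batch is argued against by the 3 progeny without the loss that were scanned together with those that had it, and 1 copy lost in all cells of a parent by the windows of 3 probes with noise large enough to hide it, 1 of 950428 in the dam and 0 of 950146 in the sire. The last of the 3 probes lay outside the called regions of progeny 6 and 7. With processed signals it argues against dye bias there, with means of -0.58 (mouse in Cy3) and -0.56 (mouse in Cy5). It also argues against faulty spots, since both progeny lay below the 7 mice without the loss (one-sided exact permutation p = 0.0278, the smallest that 36 splits allow). This probe was dim, at signal percentile 7.82. With normexp, the means of progeny 6 and 7 were larger in size over the first 2 probes than over all 3. These means put the last probe of progeny 6 and 7 with normexp among the mice without the loss. The argument against faulty spots therefore does not hold with normexp. The dye orientations of this probe were not compared with normexp, so both arguments rest on processed signals alone. With processed signals, the means of the 3 progeny over the 3 probes lay at most 0.15 from the size of 1 copy against 2. With normexp, where the dam's X median was 0.52, these means were -0.51, -0.60 and -0.50. Over the first 2 probes alone they were -0.71, -0.85 and -0.69, so the match in size depends on the probes taken. Loss of 1 copy in a part of the germ cells of a parent may explain the pattern as a hypothesis. It cannot be told apart here from another parent than the 1 on the labels, because germ cells and the parents' genotypes were not analysed here.

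Losses shared by the dam and progeny 6, 7 and 8 were found on 14 autosomes. Inheritance of 1 lost copy from the dam is argued against by 31 of the 32 regions, in which the dam lay below -1.11, against -0.89 for 1 copy. Scan batch is argued against by progeny 5, which was scanned with progeny 6 and had a median of -0.070 over these regions. In 32 of the 33 regions that the dam shared with exactly 3 progeny, the progeny were those with a Y median below -1, so that probe sequence present in many copies on the Y chromosome is a candidate explanation. The probe sequences were not used here.

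The stretches on chromosomes 10 and 14 were lower in all 10 mice. Dye bias is argued against by the weakest mean in either dye orientation, -0.44, and weak signal by median signal percentiles of 71.9 and above. On chromosome 10, loss of 1 of 2 copies in the family is argued against by the mean of -0.55, with every mouse above -0.89, whereas the mean lay 0.033 from the -0.52 predicted for 2 copies against 3, so that 3 copies in the reference mouse may explain it. On chromosome 14, the family means of the 105 probes had an SD of 0.25, against 0.05 over the probes of the chromosome 10 stretch, but a change of uneven size cannot be told apart from uneven response of single probes, since neighbouring probes were not shown to be alike (one-sided permutation p = 0.0912) and probe sequences were not used here. Whether that stretch holds a locus rearranged in lymphocytes, such as an antigen receptor locus, was not analysed here, and neither was the tissue of the reference DNA, on which the mean would then depend.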

How the results depend on the processing

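Leaving out each progeny in turn, the dimmest probes, medians over windows, calls on both arrays and the restriction to the value table's probes were alternatives chosen after seeing the data; the rest were fixed before the data were examined. Most counts moved by over 1.5 times under some setting, and except where the construction shows it (other thresholds, fewer probes, 1 dye orientation), the cause was not tested. With outlier-marked spots kept, no centring, or single probes alone, the counts of positive probes, progeny-only, separated and transmitted regions stayed within 1.5 times. The correction for base composition and the tests of gene lists were not run. No paired analysis was possible because the groups share fewer than 2 replicate numbers. Arrays give no read depth. Counts with probes well above background are among those given here, and the limits set by signal, number of probes and size of a change were not compared.

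Positive probes per mouse, progeny-only, separated and transmitted regions numbered, in that order, 27.2, 37, 6 and 48 with normexp; 16.7, 101, 82 and 5 with the value table (chromosome 1 alone) and 16.9, 101, 83 and 6 with processed signals of its probes; 87.3, 345, 149 and 63 with probes well above background; 510.4, 2850, 2110 and 191 at thresholds of 0.7 and 0.4; 92.4, 478, 406 and 54 at 1.0 and 0.6; 24.3, 51, 16 and 7 with adjacent pairs alone; and 77.7, 200, 104 and 71 without the dimmest 5% of probes. With sizes alone and any sign, 1655.4 probes per mouse were positive and 10851 regions progeny-only. Windows numbered 0 with normexp, 7 with the value table, 9 with its probes, 21 well above background, 594 with 3 probes, 5 with 6 probes, 788 at a threshold of 0.3 and 63 by medians.

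Private calls in progeny numbered 140 with normexp, 17 with the value table, 7 with its probes, 219 with the mouse in Cy5, 137 with the mouse in Cy3 and 6 over 0.5 on both arrays. Lower calls made up 25 of the 76 private calls reported, 63 of 140 with normexp, 8 of 17 with the value table and 136 of 219 in Cy5. The family differed from the reference at 148 probes with a size of 0.3, 8 with 0.8, 50 with normexp, 0 with the value table, 0 with its probes, 16666 (14020 lower) in Cy5 and 7699 (1848 lower) in Cy3. Progeny differed from parents at 177 probes without the dam, 2 with the value table, 1 with its probes and 2 in Cy5. The dam's X median was 0.52 with normexp, and its Y median -0.30 with normexp and -1.72 by the mean, so that normexp shrinks the ratios to which fixed thresholds were applied.

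Without each progeny in turn, positive probes per mouse ranged from 262.4 to 282.8, progeny-only regions from 1211 to 1410, separated regions from 949 to 1127, windows from 115 to 137, private calls from 7 (without progeny 5) to 72, family calls from 76 to 84, and calls between progeny and parents from 0 to 0.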

Other observations

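The tests in this part were all chosen after the results had been seen. Across autosomal probes (mean of 2 arrays), average-linkage clustering of the pairwise r parted progeny 1, 2, 3, 4 and 5 from progeny 6, 7 and 8. All 10 pairs within the former had positive r (0.13 to 0.26), as had all 3 pairs within the latter (0.08 to 0.17), and 13 of the 15 pairs across were negative (-0.12 to 0.08 over all 15). The same split was seen in the X and Y medians given above. With progeny 6, 7 and 8, the dam had r of -0.02, 0.05 and -0.01, and the sire -0.07, -0.04 and -0.08. With progeny 1, 2, 3, 4 and 5, r ranged from 0.02 to 0.10 for the sire and from -0.04 to 0.04 for the dam. The sire and the dam had r of 0.13, and progeny 5 and 6, which shared a scan batch, had -0.01. Probes are not independent replicates, and no explanation was tested.

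The spread between mice fell with the signal. The median SD between the 10 mice was 0.23 in the dimmest 10% of the probes and 0.09 in the brightest. Separated regions numbered 1188, and 104 without the dimmest 5% of probes.

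Progeny 7 had 4 progeny-only losses on chromosome 1, beside 5 gains. The number of losses is higher than the number of deletions quoted from the study above, which was counted after a second array and quantitative PCR.

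In the 3 progeny with the chromosome 18 loss, the first 2 of its probes alone had means of -0.71, -0.85 and -0.69 with normexp, larger in size than over all 3 probes, against -0.10 in the sire and -0.09 in the dam. The third probe was dim, at signal percentile 7.82.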
